A study of Solanum lycopersicum with 12 samples.

How the data were processed

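Gene expression was measured by RNA sequencing in leaves of tomato (Solanum lycopersicum). The 12 libraries fell into 4 groups of 3 by the treatment given in the labels: control, salinity, heat, and salinity applied together with heat, called the combination here. Per the labels' protocols, total RNA was taken from frozen leaves, messenger RNA was enriched on magnetic beads, and the libraries were sequenced as read pairs on an Illumina instrument. The salt concentration, the temperature, the length of the treatments, the cultivar and the number of plants behind a library are not stated in the labels.

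The authors deposited a single table of whole-number counts per gene model and library, with 34075 gene models and no normalization. The name of the deposited table refers to a release of the ITAG tomato annotation. The aligner, the counting program, strandedness, read filters and the handling of reads that map to several places are not stated, so counts of near-identical or overlapping gene models, antisense ones included, are uncertain to an unknown degree. Among counts of 1 to 20, between 65.98% and 69.83% were even in each library, so the unit of a deposited count is probably a read, with both mates of a pair counted, although the labels do not state it. The deposited table has 1 column per library and all 12 were used.

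Total counts ranged from 56281339 to 78370751 per library. At these totals 3 counts correspond to between 0.0383 and 0.0533 CPM, which are counts scaled to a library size of 1000000. No count was found for 8157 gene models in any library. edgeR's filterByExpr left 20717 gene models for testing, which held at least 99.977% of the counts of every library, and 13358 were left out. Replicates were checked for duplicated libraries with a chi-square statistic on the counts of each pair within a group, and all 12 pairs differed by far more than sampling noise.

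Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Library sizes were scaled with TMM factors, and a single quasi-likelihood model with the 4 groups as its only factor was fitted to all 12 libraries. Sharing the estimate of the spread over the groups was chosen because each group had only 3 libraries. The common dispersion was 0.0668, equal to a biological coefficient of variation of 25.8%. The contrasts were salinity against control, heat against control, combination against control, combination against salinity, combination against heat, and the interaction, which is the combination minus salinity minus heat plus control on the log2 scale. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and gene models with an adjusted p under 0.05 are described as called. The SE given for a log2 fold change is approximate. It is the absolute log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. CPM values use the TMM-scaled library sizes. Sample correlations and principal components used log2 CPM with a prior count of 2. With 3 libraries against 3, an exact permutation test of a single gene model cannot give a two-sided p under 0.1, so no such tests were made.

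The model was tested on simulated data drawn from the means and library sizes of the real gene models. Changes had a log2 size of 1 or 2, in either direction. Of 200 gene models changed in the simulated salinity group, 63% were called, with 9 calls among the unchanged ones. The called share was 92.5% for a log2 size of 2 and 29.8% for a size of 1. Of 200 changed in the simulated combination group, 70% were called in the combination against control, with 7 calls among the unchanged ones, and 43% had an interaction call. Interaction calls covered 74.5% of the changes of size 2 and 10.2% of those of size 1. No called gene model had the wrong sign. The interaction contrast therefore detects fewer true changes than the comparisons of 2 groups. Far more gene models were called in the real data than were changed here. The simulation thus does not test the scaling or the false calls under such widespread changes.

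The main model, the alternatives and the rule for naming gene models were planned before the data were examined. The alternatives were DESeq2 size factors inside the edgeR model, total counts without scaling factors, no filter beyond 1 count, a filter of 10 counts in 3 libraries, the Wald test of DESeq2 1.42.0, the replicate number as a block, only the libraries of the groups compared, an added log2 threshold of 1, and leaving out each replicate in turn. The replicate numbers come from the sample titles. The labels do not state whether libraries with the same number share a growth batch. Refitting with counts halved and rounded up was added after the data were seen. Refits that left out libraries or halved counts kept the 20717 tested gene models.

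Gene models were to be named where the adjusted p was under 0.05, the mean was at least 5 CPM and all replicates of one group lay above all replicates of the other, in order of log2 fold change. The deposited table gives gene model identifiers without gene names, and 0 identifiers matched the RefSeq gene table of assembly SLM_r2.1. For that reason only the 2 gene models that rose most and the 2 that fell most in the combination against control are named, by identifier, and no coordinates are given. Lists of genes of proline, ascorbate and oxidative stress metabolism had been planned, but such results are not reported because they need gene descriptions that were not used here. Gene length, GC content and sequence similarity between gene models were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.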

Results

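Leaf transcriptomes of tomato plants were compared under control conditions, salinity, heat and the combination of both stresses, with 3 libraries per group. The mean total count was 63733648 ± 8285568 in control, 66355490 ± 6755739 in salinity, 74797442 ± 3177071 in heat and 72372874 ± 7084638 in the combination (mean ± SD, n = 3 each). The number of gene models with at least 1 count was 22186 ± 201 in control, 22254 ± 379 in salinity, 23023 ± 118 in heat and 22987 ± 210 in the combination (mean ± SD, n = 3 each). The 10 most abundant gene models of a library took 14.7% ± 0.580 of the counts in control, 16.6% ± 2.22 in salinity, 11.5% ± 0.132 in heat and 11.5% ± 0.662 in the combination (mean ± SD, n = 3 each).

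Libraries of the same group resembled each other more than libraries of different groups. The Pearson correlation of log2 CPM across gene models lay between 0.967 and 0.984 for the 12 pairs within a group and between 0.831 and 0.962 for the 54 pairs across groups. The first principal component held 49.6% of the variance and placed the salinity libraries at one end and the heat libraries at the other. Control and combination libraries lay between them, and the second component, with 21.6% of the variance, separated these 2 groups.

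**Figure D1:**
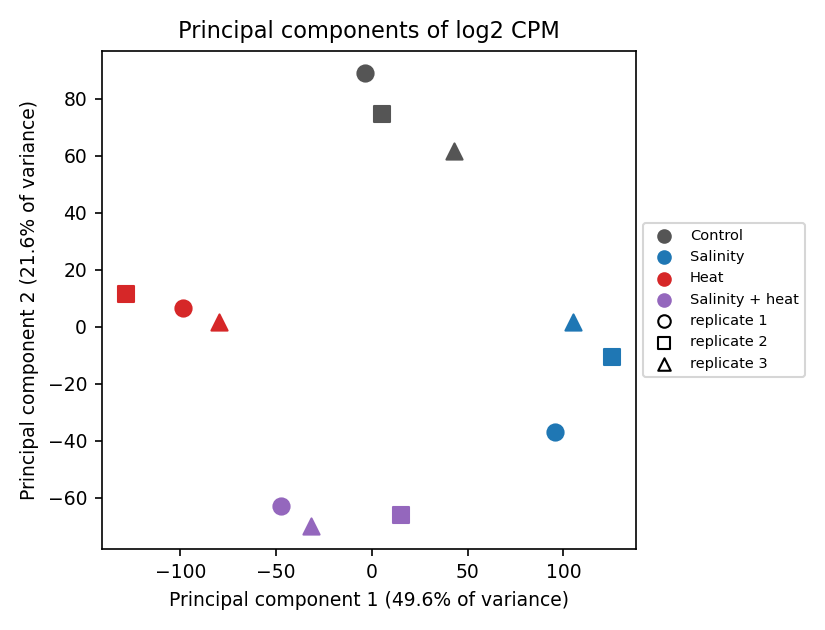
Each point is 1 of the 12 libraries, coloured by group and shaped by replicate number, on the first principal component of log2 CPM (horizontal, 49.6% of the variance) and the second (vertical, 21.6%). Salinity libraries lie at the right, heat libraries at the left, control libraries at the top and combination libraries at the bottom, and the groups do not overlap.

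The effect of salinity alone was taken from the comparison of salinity with control. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 9817 of the 20717 tested gene models (47.4%) were called, 4890 higher and 4927 lower in salinity. The median absolute log2 fold change of the called gene models was 1.01, and 5046 of them changed by a log2 value of at least 1. The alternative that moved this number most, apart from the added log2 threshold and the refits with a library left out, was total counts without scaling factors, with 8575 calls and a shift of the median log2 fold change of all tested gene models from 0.04 to -0.08. Of these 8575, 3639 were higher and 4936 lower in salinity (42.4% increases), whereas DESeq2 size factors gave 5075 higher and 4816 lower. With the replicate number as a block, 9442 gene models were called. Deviations of same-numbered control and salinity libraries from their group means had a mean correlation across gene models of -0.0417 over 3 pairs, close to 0.

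The effect of heat alone was taken from the comparison of heat with control. It gave 8259 calls (39.9% of the tested gene models) by the same test, of which 5105 were higher and 3154 lower in heat, so that 61.8% of the calls were increases. The excess of increases depended on the scaling of the libraries. With total counts alone, 7005 of 8688 called gene models were higher (80.6%), and with DESeq2 size factors 4232 of 8059 (52.5%). Total counts alone moved the median log2 fold change of all tested gene models from 0.14 to 0.44. When only the heat and control libraries were fitted, 4523 of 8771 called gene models were higher (51.6%), with a median of 0.04. The model with the replicate number as a block gave 7783 calls, and same-numbered libraries of the 2 groups had a mean correlation of deviations of 0.116 over 3 pairs.

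The comparison of the combination with control asked what both stresses together changed, which is the stated purpose of the study. Here 6739 gene models were called (32.5%), with 3621 higher and 3118 lower in the combination. This was fewer than in either single stress, although without control replicate 3 the combination had 6169 calls and heat 5161. Heat kept more calls than the combination without control replicate 1 (7351 to 4615) and without control replicate 2 (6095 to 5051). Leaving out a heat library gave heat 6339, 4804 and 7808 calls for replicates 1, 2 and 3. The order of heat and the combination thus depended on the libraries used. Of the called gene models, 3622 changed by a log2 value of at least 1. The share of increases was 53.7%. With DESeq2 size factors it was 49.9% (3338 of 6691 calls), so that the excess was not kept, and with total counts alone 77.8% (5423 of 6968 calls), where the median log2 fold change of all tested gene models moved from 0.03 to 0.32. The model with the replicate number as a block gave 6377 calls, with a mean correlation of -0.0581 between the deviations of same-numbered libraries (3 pairs).

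Among called gene models with a mean of at least 5 CPM whose control and combination libraries did not overlap, the largest increase in the combination was that of Solyc01g103920.3.1, at 0.547 ± 0.465 CPM in control and 246 ± 33.7 CPM in the combination (mean ± SD, n = 3 each), a 450-fold difference of means. Its log2 fold change was 8.82 (SE 1.09), with an adjusted p of 0.000127 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It stood at 62.9 ± 19.7 CPM in heat and 14.0 ± 18.9 CPM in salinity, where 1 library reached 35.9 CPM and the other two were at 2.76 and 3.38 CPM. Next was Solyc01g102960.3.1, which rose 277-fold from 0.306 ± 0.0553 to 85.0 ± 30.9 CPM, with a log2 fold change of 8.10 (SE 0.99) and an adjusted p of 0.000116 in the same edgeR test. Its level was 21.3 ± 3.73 CPM in heat and 4.99 ± 6.83 CPM in salinity. The SD of both gene models exceeded the mean in the salinity group. The largest decrease under the same limits was found for Solyc01g108710.3.1, from 62.8 ± 19.5 CPM in control to 1.47 ± 1.77 CPM in the combination, a 42.8-fold reduction. The log2 fold change was -5.43 (SE 0.81), with an adjusted p of 0.000418 in the edgeR test. Solyc06g065970.1.1 fell from 321 ± 28.1 to 8.74 ± 8.06 CPM, a 36.7-fold reduction with a log2 fold change of -5.20 (SE 0.63) and an adjusted p of 0.00011 in the edgeR test. Both were also low in heat, at 6 ± 3.21 and 16.1 ± 5.78 CPM, and neither was called in salinity against control, where the adjusted p of edgeR's test was 0.855 and 0.242. Under the replicate number as a block the 4 log2 fold changes were 8.77, 8.02, -5.60 and -5.44, and the pairing check for this comparison was the value of -0.0581 given above. None of the 4 had an interaction call, with adjusted p of 0.164, 0.278, 0.17 and 0.946 in the edgeR test.

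**Figure D2:**
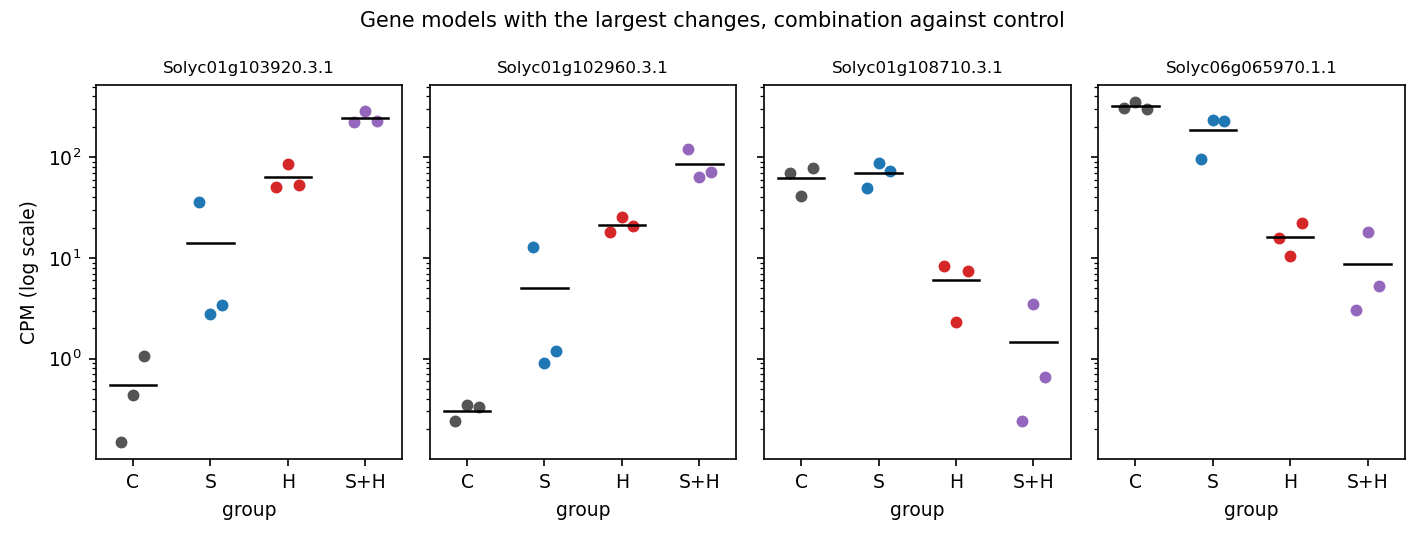
Each panel shows 1 gene model, with the CPM of each library as a point (logarithmic axis) and the mean of each group as a line, for control (C), salinity (S), heat (H) and the combination (S+H), 3 libraries each. Solyc01g103920.3.1 rises from a mean of 0.547 CPM in control to 246 CPM in the combination, and Solyc06g065970.1.1 falls from 321 to 8.74 CPM.

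To ask what heat changed in the presence of salinity, the combination was compared with salinity. The edgeR test called 9213 gene models (44.5%), 5053 higher and 4160 lower in the combination, and 4828 of them by a log2 value of at least 1. Increases made up 54.8% of the calls, 50.5% with DESeq2 size factors (4631 of 9178) and 80.4% with total counts alone (7749 of 9643), under which the median log2 fold change of all tested gene models moved from 0.08 to 0.50. Adding the replicate number as a block gave 8833 calls, and the mean correlation of same-numbered deviations was 0.202 over 3 pairs.

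What salinity changed in heated plants was taken from the combination against heat. Here 8355 gene models were called (40.3%), and decreases outnumbered increases by 4841 to 3514 (42.1% increases). The imbalance was smaller with DESeq2 size factors, at 4453 to 4098 (47.9% increases), and similar with total counts alone, at 3735 to 2787 (42.7%). Among the 4019 called gene models with a log2 change of at least 1, 2935 were lower and 1084 higher in the combination. With the replicate number as a block, 7707 were called. Same-numbered libraries of these 2 groups deviated in opposite directions on average, with a mean correlation of -0.253 over 3 pairs. So few pairs do not settle whether the numbers pair these libraries.

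**Figure D3:**
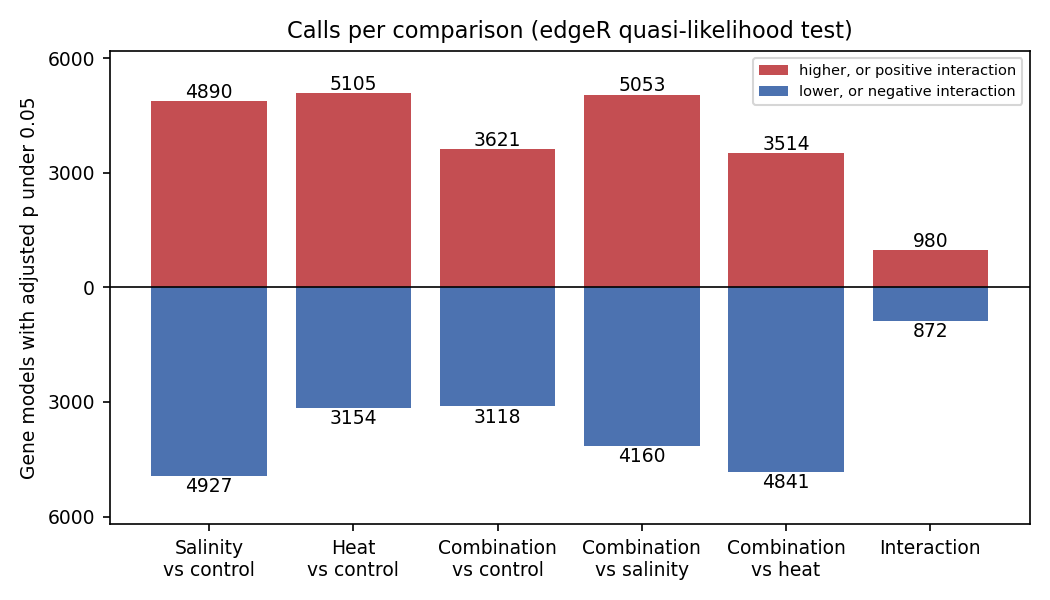
Bars give the number of gene models with an adjusted p under 0.05 in each comparison, increases upward and decreases downward from 0, with positive and negative interactions in the last bar. The comparisons of 2 groups have between 6739 and 9817 calls and the interaction has 1852.

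The single stresses were set against each other and against the combination. A total of 15447 gene models (74.6%) were called in at least 1 of the 3 comparisons with control and 1497 (7.23%) in all 3. Salinity and heat shared 3693 called gene models. Of these, 2488 (67.4%) changed in opposite directions, 1481 being lower in salinity and higher in heat and 1007 the reverse. The other 1205 changed in the same direction, 761 up and 444 down. In the combination, 1007 of the 1205 (83.6%) were called in that shared direction. Of the 2488 with opposite directions, 2004 (80.5%) were not called in the combination, 327 were called with the sign of heat and 157 with the sign of salinity. Under the model with the replicate number as a block, the opposite and same-direction groups held 2352 and 1082 gene models.

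Gene models called in the combination and in neither single stress numbered 1064, of which 655 were higher and 409 lower than in control. A call in one comparison and its absence in another does not show a difference between them, and the interaction test was positive for 96 of the 1064 (9.02%). In 662 of them the unadjusted p was at least 0.05 in both single stresses. Fitting the replicate number as a block gave 1042 such gene models, of which 60 had an interaction call.

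The interaction contrast asked whether the combination departed from the sum of the single-stress changes on the log2 scale. It was called for 1852 gene models (8.94%), 980 positive and 872 negative, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5438 had an unadjusted p under 0.05. In 1780 of the 1852 (96.1%) the interaction was opposite in sign to the sum of the single-stress changes. Among the 1205 gene models that changed in the same direction under both single stresses, 379 had an interaction call, and in 378 of these the change in the combination was smaller than the sum. In the alternatives that kept all replicates, the number of interaction calls was highest with the DESeq2 Wald test, at 3394, and lowest with total counts alone, at 1103, of which 721 were positive (65.4% against 52.9%), and the median interaction of all tested gene models moved from -0.06 to 0.06. The model with the replicate number as a block gave 1297 interaction calls. Over all groups, same-numbered libraries had a mean correlation of deviations of -0.0113 (18 pairs), compared with 0.00527 for libraries with different numbers (36 pairs).

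The effects of one stress in the absence and presence of the other were compared across all 20717 tested gene models, in contrasts that shared no library. Gene models are not independent replicates, and no p-value was computed. The log2 fold changes of heat without and with salinity had a Pearson correlation of 0.616 and a Spearman correlation of 0.589, and 74.4% of gene models changed in the same direction. Of the 4674 called in both contrasts, 4496 had the same direction. The log2 fold changes of salinity without and with heat had a Pearson correlation of 0.521 and a Spearman correlation of 0.579, and 75.5% of gene models changed in the same direction. Of the 5307 called in both, 5139 had the same direction. With the replicate number as a block the Pearson correlations were 0.628 for heat and 0.530 for salinity. The largest shift came from dropping the filter on low counts, which gave 0.440 and 0.314.

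**Figure D4:**
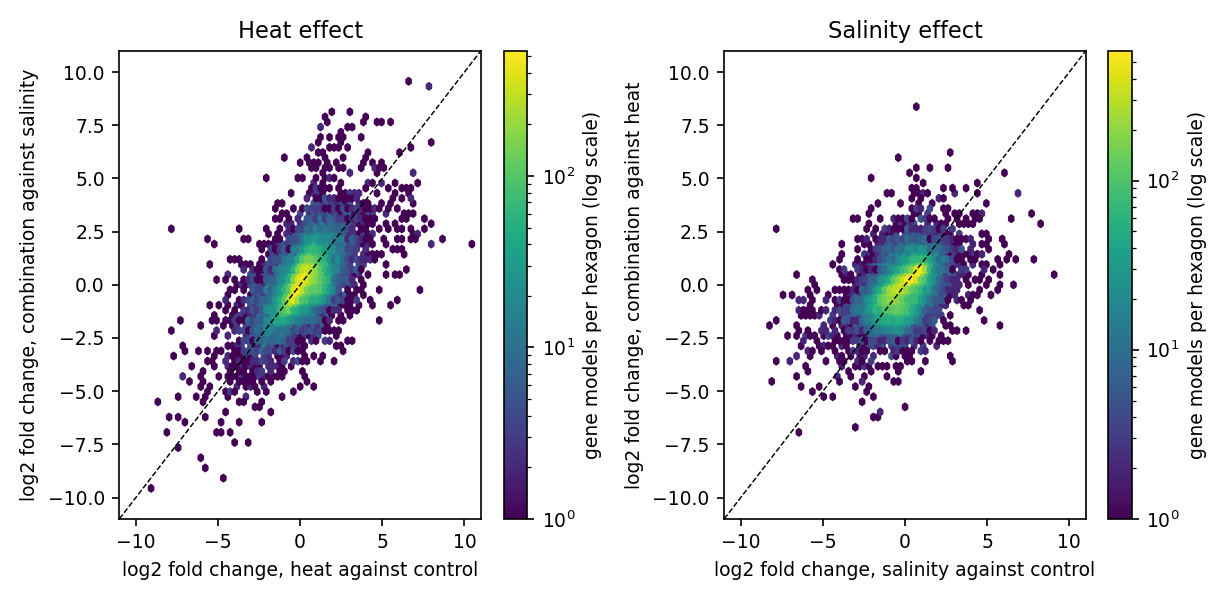
Hexagons show how many gene models (logarithmic colour scale) have a given pair of log2 fold changes, for heat alone (left panel, horizontal) against heat under salinity (vertical) and for salinity alone (right panel, horizontal) against salinity under heat (vertical), and the dashed line marks equal changes. The Pearson correlations are 0.616 (left) and 0.521 (right).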

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

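The tests of the scaling, of counted mates and of single libraries in this part were chosen after the number of interaction calls had been seen.

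A total of 1852 gene models had an interaction, which means that the effect of heat differed between plants with and without salinity by the test of the difference itself. Several technical explanations were tested. Differences in depth had little influence, since thinning every library to the smallest total left 1826 interaction calls, 1738 of them shared with the full depth. Whether a few abundant gene models account for the interactions was not settled. Without the 100 most abundant gene models, which held between 36.5% and 49.9% of the counts, 1849 calls were found. Of the removed gene models, 8 had been called themselves. TMM factors already limit the weight of such gene models in the scaling, so a count close to 1852 was likely in either case. Halving the counts to allow for both mates of a pair having been counted gave 1878 calls. The sign of most interactions was the same on the log2 and linear scales. On the linear CPM scale, 97.2% of the called gene models departed from additivity in the same direction and 51 did not. For part of them this follows from arithmetic, as with a positive interaction in gene models that both stresses lowered. The share thus cannot exclude an influence of the log2 scale.

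The number changed more without scaling factors, with another test and when a library was left out. Total counts alone gave 1103 calls, of which 992 were shared with the 1852, whereas DESeq2 size factors in the edgeR model gave 1947, of which 1797 were shared. The DESeq2 Wald test gave 3394. Leaving out control replicate 2 gave 806. Of the 12 fits that each left out a library, 11 gave fewer calls than the full data. Losing a replicate lowers the power by itself, but all 12 fits lost the same number of libraries and still ranged from 806 to 2066 calls, with 826 without combination replicate 1 and 2066 without combination replicate 2. Scaling factors were computed anew in each refit. Without combination replicate 2, the median log2 fold change of heat against control moved from 0.144 to 0.00496, although no combination library enters that contrast. The 2066 calls thus reflect a change of scaling as well as the loss of a library. The number thus depends on whether scaling factors are used, on the test and on which library is left out, and it cannot be told apart from these influences. Every refit of the real groups that was run gave at least 806 calls. In 100 relabellings of the 4 groups within each replicate number, the real one included, 6 gave as many interaction calls. The splits that gave as many reached up to 12012 calls. In 3 of the 5 others the interaction contrast of the relabelled groups set the same real groups against each other in all 3 replicates and so held the effect of a single stress. These are not groupings free of real effects, so the count of 6 does not settle how often chance alone would give as many. Gene length, GC content and reads shared between similar gene models could not be tested without annotation. No biological explanation is put forward for the number of interactions.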

How the results depend on the processing

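The alternative with halved counts was chosen after the data were seen. The required log2 change of at least 1 lowers every count by construction and left 5046 calls for salinity against control, 4552 for heat against control, 3622 for combination against control, 4828 for combination against salinity and 4019 for combination against heat. For the interaction it left 1487. Apart from this threshold and the refits with a library left out, the counts of the 5 comparisons of 2 groups stayed within 1.5 times the main count in the alternatives run. The interaction count was 1103 with total counts alone and 3394 with the DESeq2 Wald test, against 1852. DESeq2 size factors in the edgeR model gave 1947, 1797 of them among the 1852, so the size factors account for little of the difference between the 2 tests, and its remaining cause was not tested. Gene models called in the combination and in neither single stress numbered between 1004 and 1416 in the alternatives other than leaving out a replicate. Only 562 of the 1416 found with total counts alone were among the 1064. The log2 threshold of 1 shared 567 of 1004, and fitting only the groups compared shared 704 of 1117. The remaining ones of these alternatives shared between 830 and 1056.

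Leaving out 1 library at a time gave from 7467 to 9646 calls for salinity against control, from 4804 to 7808 for heat against control, from 4615 to 6176 for combination against control, from 6587 to 9558 for combination against salinity and from 4900 to 7820 for combination against heat, over 6 fits each. Over 12 fits each, it gave from 806 to 2066 interaction calls and from 722 to 1461 gene models called only in the combination. The correlation of the heat effects ranged from 0.575 to 0.651 and that of the salinity effects from 0.472 to 0.546. The lowest count was found without heat replicate 2 both for heat against control and for combination against heat. The cause was not tested.

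The correlation of the heat effects was 0.440 for all gene models with a count, 0.648 for those with a mean of at least 5 CPM and 0.589 by Spearman's coefficient. That of the salinity effects was 0.314, 0.638 and 0.579. The correlations thus rose with the count level of the gene models included, and low counts limit them. The 4 named gene models kept their direction and an adjusted p under 0.05 by edgeR or DESeq2 in all 13 alternatives run for each. Their log2 fold changes ranged from 8.39 to 9.66, from 7.76 to 8.42, from -7.23 to -4.91 and from -6.36 to -4.79 in the order of the report, and the highest adjusted p of each were 0.00151, 0.00148, 0.00289 and 0.000966 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The majority direction of the calls was kept in all alternatives run for heat against control, combination against salinity and combination against heat, and not for the other contrasts. For combination against control, increases were the majority in the main model (3621 to 3118) and the minority with DESeq2 size factors (3338 to 3353), with the DESeq2 Wald test (3840 to 3873) and without combination replicate 2 (2790 to 3386). Leaving out combination replicate 2 also changed the scaling of the other libraries, as described above. For salinity against control the main split was nearly even (4890 to 4927). It turned to a majority of increases with DESeq2 size factors (5075 to 4816) and the Wald test (5556 to 5143). The same held for halved counts (4899 to 4884) and without salinity replicate 1 (4756 to 4700). Decreases stayed the majority in the other alternatives. Their lead was clearest with total counts alone (3639 to 4936), a log2 threshold of 1 (2188 to 2858) and only the groups compared (4177 to 4967). Positive interactions were the majority (980 to 872) but the minority with a log2 threshold of 1 (673 to 814), without control replicate 1 (519 to 546), without heat replicate 3 (659 to 1005) and without combination replicate 3 (821 to 832). The 4 other counts, of opposite and same-direction changes, of interactions against the sum and of interactions among gene models called only in the combination, gave 82 values under alternatives. Of these, 60 stayed within 1.5 times the main count and 22 did not, 20 of them smaller and 2 larger.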

Other observations

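In this part, the tests of the scaling and shared controls for opposite changes, of a mixed sample, of a batch by replicate number, of depth for the detected gene models, and of counted mates were chosen after the result was seen.

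For each comparison of 2 groups, the 6 libraries can be split into 3 and 3 in 10 ways. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many calls in each of the 5 comparisons, the real split itself. The other 3, and the 6 splits that part only 1 such pair, gave 0 calls each. At an unadjusted p under 0.05 these other splits gave from 321 to 2379 gene models for salinity against control, compared with 11373 in the real split, from 137 to 2504 against 10349 for heat against control, from 131 to 2152 against 8978 for combination against control, from 228 to 3997 against 10913 for combination against salinity and from 171 to 2142 against 10374 for combination against heat. With so few splits the share cannot fall under 0.05. Each other split also mixed the 2 real treatments within its groups. Real differences then widen the spread within groups, so few or no calls were likely in advance and are not a measure of chance alone.

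Of the 100 relabellings within replicate number, 9 gave as many gene models called only in the combination, with up to 8714 in a relabelling. Relabelled groups can hold effects of the real treatments, so these counts are not a measure of chance alone, and the number of 1064 was not separated from other groupings of the same libraries. For the correlation of the effects without and with the other stress, 2 of the 100 splits were as large for heat, and 11 of the 100 were as large for salinity, with the highest other value at 0.620 for heat and 0.791 for salinity.

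Interactions opposite in sign to the sum of the single-stress changes can arise from noise, because control, salinity and heat libraries enter both quantities. When the sum was taken from 1 replicate number and the interaction from the other two, between 68.2% and 85.6% of the gene models with a mean of at least 5 CPM and a sum of at least 1 in log2 size still had opposite signs. Noise shared between the quantities is thus not the whole of the pattern. Of the 1852 interaction calls, 379 were called in the same direction in both single stresses, 171 in opposite directions and 134 in neither. The others, which form the largest class, were called in either salinity or heat but not in both. Gene length and shared reads were not tested, a technical origin is not excluded, and no biological explanation was tested.

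Salinity and heat changed 67.4% of their shared called gene models in opposite directions, whereas the log2 fold changes of all tested gene models had a correlation of -0.00283. With total counts alone the share was 66.7%, and over 21 alternatives it ran from 55.9% to 71.3%. The lowest values were 55.9% with a log2 change of at least 1 and 56.6% without control replicate 3. Both comparisons use the same controls, which by itself pushes the correlation upward. With different control libraries for salinity and heat, it lay between -0.262 and 0.0826 over 6 pairings, and this test cannot settle the question because shared controls work against the pattern. Opposite changes were thus less frequent among gene models with larger fold changes.

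Replicates of the control and combination groups differed from each other along the same axis that separates salinity from heat. Across gene models, the deviation of control replicate 3 from its group mean had a correlation of 0.498 with the difference between salinity and heat, and that of combination replicate 2 had a correlation of 0.493. Deviations from a group mean balance, and control replicate 1 (-0.372) and combination replicate 1 (-0.473) lay on the opposite side. In the 10359 gene models with the higher mean levels the values were 0.696 and 0.650, and -0.633 and -0.721 on the opposite side. The 10358 with the lower levels gave weaker values of 0.425 and 0.43, and -0.287 and -0.381. The spread within these groups is therefore not assigned to particular libraries. The value for control replicate 3 was 0.501 at equal depth and 0.497 without the 100 most abundant gene models. The second value cannot exclude an effect of abundant gene models, because leaving out 100 of 20717 hardly moves such a correlation. A mixed sample was tested by the share of salinity RNA it would need in control replicate 3. The 52 gene models more than 8-fold higher in salinity gave a median share of 0.0668 and the 48 more than 8-fold lower gave 0.396, a ratio of 5.92, whereas a mixture would give equal shares. Control replicates 1 and 2 served both to choose these gene models and as the baseline of the share. That can raise the share of the lower ones, so the unequal shares do not exclude a mixture. Combination replicate 2 was not tested in this way. A batch carried by the replicate number was not seen on average, as same-numbered libraries had a mean correlation of -0.0113 over 18 pairs. Single pairs ran from -0.48 to 0.35, and pairs with different numbers from -0.386 to 0.43. The mean therefore cannot exclude a batch shared by only some of the groups. A candidate explanation is that the axis holds a part of leaf gene expression that also varies between unstressed plants, for instance with time of sampling or leaf state, which the labels do not give and which was not tested. Gene length and GC content were not tested either.

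Heated libraries, those of heat and the combination, had more gene models with a count than the unheated ones. The mean was 23005 ± 154 (SD, n = 6) against 22220 ± 274 (SD, n = 6), and all 6 heated libraries exceeded all 6 unheated ones (two-sided exact permutation test p = 0.00216, the smallest value possible, Benjamini-Hochberg adjusted 0.0027 over 5 measures). Heated libraries were also deeper, with mean totals of 73585158 against 65044569 counts (two-sided exact permutation test p = 0.0411, adjusted 0.0411). At equal depth the difference in means was 710 gene models, again with all heated libraries above all unheated ones. The 10 most abundant gene models took 11.5% of the counts in heated and 15.7% in unheated libraries, but with the 100 most abundant removed and the rest thinned to equal depth the difference was still 618, the lowest heated library having 22553 and the highest unheated one 22402. Neither depth nor the most abundant gene models account for the difference. A candidate explanation is that heat raised low-level transcription of gene models silent in cooler leaves. Reads from other organisms and reads shared between similar gene models were not tested, so a technical source is not excluded.

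Low counts were even far more often than odd. Among counts of 1 to 20, at least 65.98% were even in each of the 12 libraries, while between 48.93% and 50.59% of counts over 200 were. This is consistent with both mates of a read pair having been counted. Counting noise at low levels would then be larger than the counts imply.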
